A study of Homo sapiens with 36 samples. Its data were reported in "Systems immunology-based drug repurposing framework to target inflammation in atherosclerosis" (2023).

How the data were processed

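PBMCs of healthy donors were pre-incubated for 30 min with Ro 31_8220 mesylate (10 µM), alvocidib (1 µM), AZD8055 (10 µM), saracatinib (10 µM), PF-562271 (10 µM) or DMSO vehicle, per the labels, and then stimulated for 3 h with patient plasma at 20%. Poly(A) RNA was sequenced, and per the labels reads were aligned with STAR 2.6.1d to hg38 and assigned to genes with featureCounts of Subread 1.6.3. The deposited table holds whole-number read counts per gene and library, and the counts were checked to be whole numbers. Groups came from the deposited labels alone. Libraries whose titles carry the same number are called a source here, which may be a donor or a culture, and sources 1 and 2 form experiment 1 and sources 3 and 4 experiment 2. The study describes the samples of a condition as biologically independent. Nothing in the labels says that sources are separate donors or whether 2 libraries of a source are technical repeats, so p-values measure only the spread between these samples, which may be technical.

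Of 60510 gene entries, 1 had no value and was left out and 44 repeated entries of an identifier were removed (40 identical, with a largest difference in summed counts of 8 in the others), which left 60465 genes, 20393 of them with no count. Symbols were found for 60417 identifiers and not for 48, and 1 member of the gene lists was not matched. Library totals were 17551735 to 51968787 counts. Counts of the 2 libraries of a source and label were summed, which gave 24 columns.

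Tests were made in R 4.3.3 with edgeR 4.0.16 (TMM scaling, filterByExpr by group with a minimum count of 10 and a total of 15, robust glmQLFit, glmQLFTest), with all 6 groups in the same fit and the source as a block, on 20178 genes and 15 residual degrees of freedom. Adjusted p-values are Benjamini-Hochberg over the genes tested, with 5% as the threshold, and the SE is the absolute log2 fold change divided by the square root of F. Each drug was compared with vehicle and saracatinib with each other drug. A gene was specific to a drug when all 5 differences had one sign and an adjusted p under 0.05. The drug by experiment interaction was tested on the same columns. The 31 gene lists and 11 marker lists were tested with camera of limma 3.58.1 (preset correlation 0.01, and again estimated, adjusted over lists within a drug), beside counts of members over all genes and adjusted over the list alone. CPM are TMM-scaled, with a prior count of 0.5 where logged. Similarity of drugs was the Pearson correlation and covariance of log2 fold changes across genes, beside 20 simulated unchanged groups and splits of the sources.

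The lists, comparisons, tests, pairing and alternatives marked as planned, and the rule for naming genes, were chosen before the data were examined. Named genes are the 6 largest rises and 6 largest falls per drug among genes past the threshold with at least 10 CPM in a group and the same direction in 4 of 4 sources, protein-coding by annotation, without Y-linked, XIST, HLA, immunoglobulin and T cell receptor genes. Some genes that the rule picks are not reported here. Members of the study-named signalling and cytokine lists were named, with up to 4 members per list described by smallest p and any the study names, the 5 lowest and highest specific genes of saracatinib (3 for the others), the 3 largest differences each way between saracatinib and another drug, and the 3 smallest interaction p per drug. The same rule was applied without the 8 doubted libraries, after those data were seen.

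Alternatives were RLE factors, total counts and mitochondrial scaling, a stricter low-count filter and none, DESeq2 1.42.0, only the compared groups in the fit, no source block, each of the 36 libraries as a column with 2 kinds of block, leaving out each source, each experiment alone, an estimated correlation, vehicle columns of different sources, 1 library per source in experiment 1, and libraries left out by profile. Library profiles (log CPM centred over the 6 labels of a source and library number) were correlated with those of the other sets of the same experiment over 8802 genes. Pairing was checked by correlating columns centred on the mean of their group. Of the pairs of one source 59 of 60 were over 0.1, and of the pairs of different sources 59 of 180 (median -0.375). The centring itself lowers the correlation between sources. The check does not tell matched sources from sources that share an experiment. Precision was tested on simulated data with 200 changed genes, which edgeR called in 12% at 2-fold and 64% at 4-fold. Y-linked genes and XIST were not reported, the sequence reads were not analysed here, and no clinical detail was used.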

Results

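The data were RNA-seq counts of peripheral blood mononuclear cells (PBMCs, the lymphocytes, monocytes and dendritic cells of blood) of healthy donors that were stimulated with plasma of patients with atherosclerosis. The series asks which of 5 signalling inhibitors turns back the inflammatory transcription that such plasma sets off. All libraries here came from cells given patient plasma, with no group left unstimulated or given healthy plasma. A fall against vehicle therefore does not tell a reversal of the plasma response from a general lowering. The 36 libraries fell into 6 groups of 6, namely vehicle, Ro 31_8220, alvocidib, AZD8055, saracatinib and PF-562271. Each group held 4 numbered sources, matched across all 6 groups. Sources 1 and 2 (experiment 1) had 2 libraries each per group and sources 3 and 4 (experiment 2) had 1. Library totals ran from 17551735 to 51968787 counts with a median of 28174207, and 14911 to 18471 genes per library had at least 10 counts. Counts on mitochondrial genes made up 3.21% to 16.1% of a library with a median of 5.45%. In the vehicle group the library of source 1 numbered 1 had 15.01% and the other 5 vehicle libraries had 3.21% to 3.91%. Group levels are given below as CPM, the count of a gene scaled to the TMM-adjusted total of its column, as mean ± SD over the 4 source columns of a group, changes as log2 fold change ± SE of the fit, and positions on hg38.

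**Figure D1:**
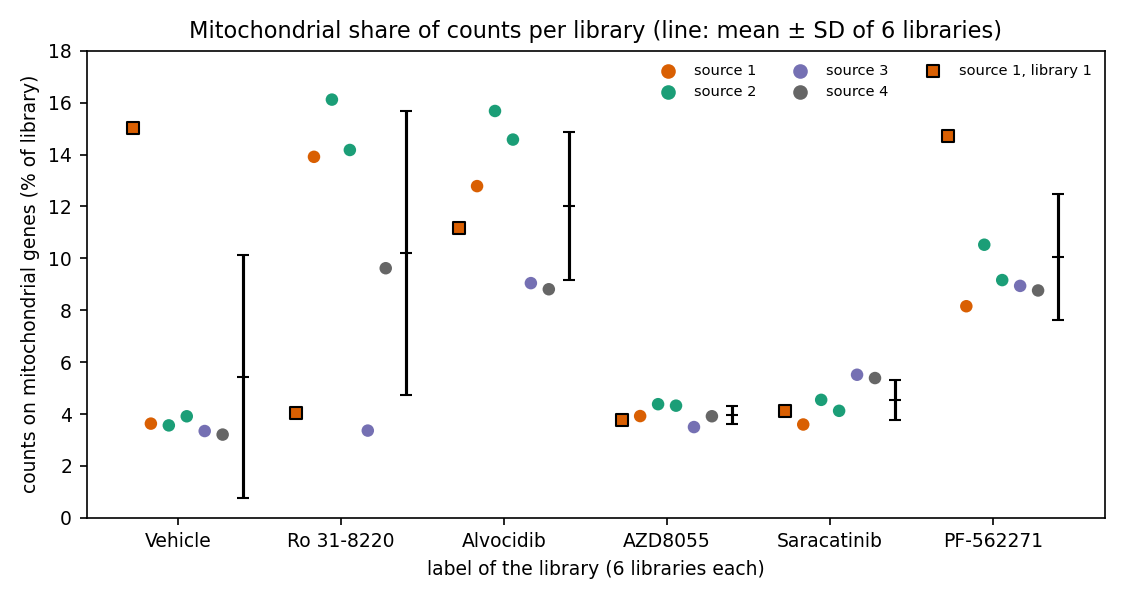
Share of counts on mitochondrial genes (y axis, % of the library) in each of the 36 libraries (points, coloured by source) by label (x axis), with the mean ± SD of the 6 libraries of a label as a line. The library of source 1 numbered 1 (black-edged square) lay at 15.01% in the vehicle group, where the other 5 libraries lay between 3.21% and 3.91%.

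The profile of each library was compared over 8802 genes with the other sets of its experiment, a set being the 6 libraries of 1 source and library number (3 other sets in experiment 1 and 1 in experiment 2). In 28 of the 36 libraries the best correlation was with the library's own label. The 8 others were the 6 libraries of source 1 numbered 1 and the experiment 2 libraries labelled Ro 31_8220. For their own label these experiment 2 libraries had only each other, so their mismatch does not tell which of them is out of place. CCL2, the gene of a monocyte-attracting chemokine, showed the mismatch plainly. Its level was 1.12 CPM in the first vehicle library of source 1 and 367, 636 and 667 CPM in the other vehicle libraries of experiment 1. In the libraries labelled Ro 31_8220 it was 604 CPM in the first of source 1 and 32.0, 0.911 and 1.28 CPM in the other 3 of experiment 1. The 6 libraries of source 1 numbered 2 each correlated best with their own label. Each column of source 1 sums such a library with a doubted one, so the changes of source 1 as labelled mix both. Samples were analysed under their deposited labels throughout, and each lead count is followed by its value without these 8 libraries. That setting was chosen after the data were seen. It leaves 28 libraries, with Ro 31_8220 in sources 1 and 2 only, and because the libraries were picked by profile its p-values are too favourable and are not independent evidence.

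**Figure D2:**
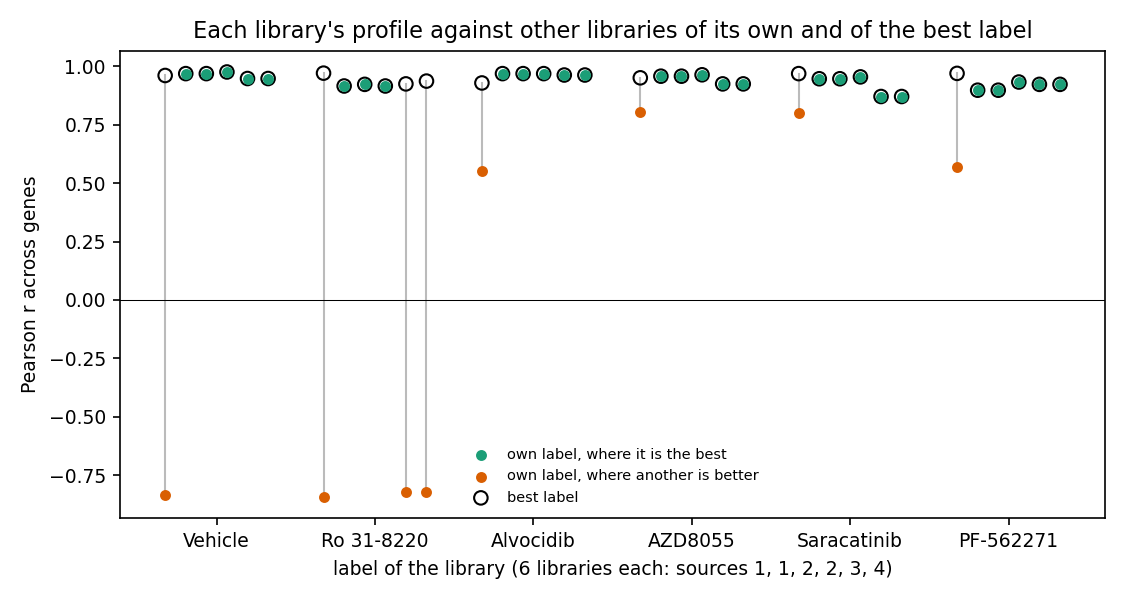
Pearson correlation across 8802 genes (y axis) of each library with the libraries of the same experiment that carry its own label (filled) and with those of the label it correlated best with (open), by label (x axis). The filled and open points coincide in 28 of the 36 libraries and stand apart in 8, where the correlation with the own label ran from -0.842 to 0.803.

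With all libraries as labelled, alvocidib and PF-562271 were the drugs with the most genes changed. In edgeR 5022 genes were higher and 4817 lower under alvocidib than under vehicle and 4417 higher and 4125 lower under PF-562271, of 20178 tested. Saracatinib had 34 higher and 48 lower and AZD8055 had 2 higher and 0 lower, with 855 genes at an unadjusted p under 0.05 and 52 higher and 50 lower by DESeq2. For Ro 31_8220 edgeR called 0 genes, with 5169 at an unadjusted p under 0.05, and DESeq2 called 1917 higher and 792 lower. Without the 8 libraries the counts were 6207 and 6039 for alvocidib, 5549 and 5065 for PF-562271, 434 and 627 for saracatinib, 102 and 148 for AZD8055, and 4861 and 4236 for Ro 31_8220. Which direction prevailed depended on the scaling. With total counts the 28 libraries gave 4818 higher and 6785 lower for alvocidib, 4579 and 5695 for PF-562271, 815 and 409 for saracatinib, 148 and 144 for AZD8055, and 3938 and 4954 for Ro 31_8220. With mitochondrial scaling they gave 707 and 13824, 903 and 12665, 98 and 657, 25 and 70, and 383 and 14428, so that Ro 31_8220 had the most genes changed there. All 82 genes called for saracatinib as labelled were also called in the same direction without the 8 libraries in the fit with TMM. Nothing in the labels says that the sources are separate donors. With the doubted libraries left out, the dispersion between sources 3 and 4 under the same label (median 0.0111, 0.00271 to 0.0139) overlapped that between the 2 libraries of source 2 with the same label (median 0.00657, 0.00413 to 0.012), so the p-values may measure technical spread in part. As labelled, the 2 libraries of source 1 with the same label differed by 0.0439 to 0.341.

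**Figure D3:**
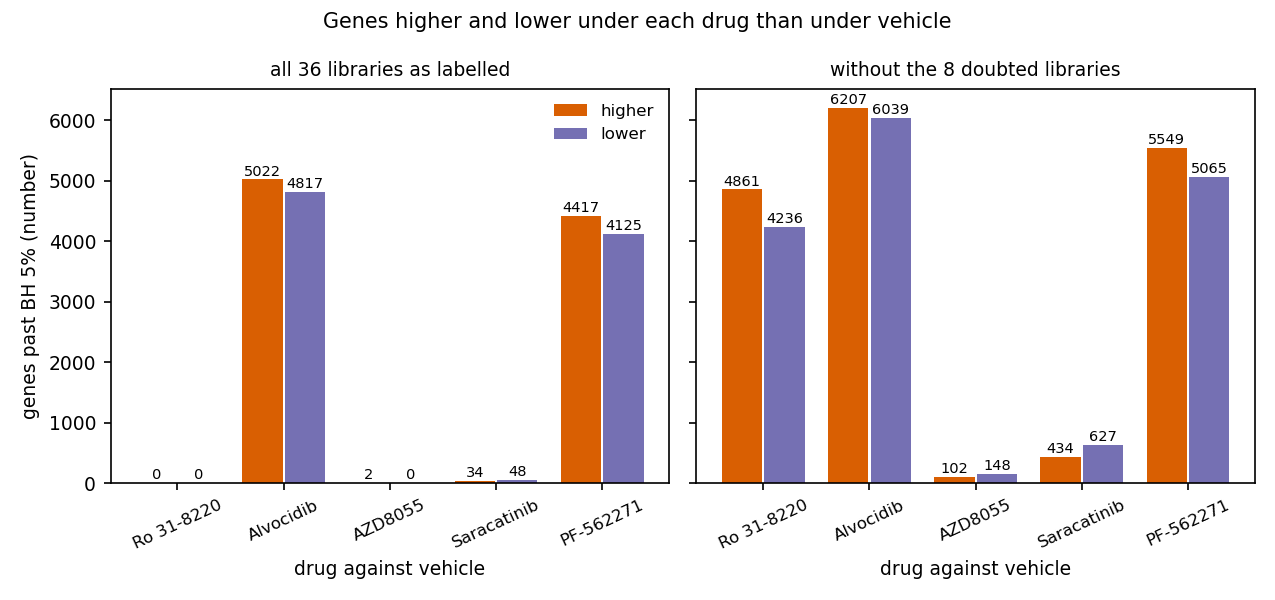
Number of genes (y axis) higher (orange) and lower (purple) under each drug than under vehicle at an adjusted p of 0.05 in edgeR (x axis, drugs), with all 36 libraries as labelled (left) and without the 8 doubted libraries (right). Ro 31_8220 had 0 and 0 genes as labelled and 4861 and 4236 without the 8 libraries.

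Alvocidib, an inhibitor of cyclin-dependent kinases, left the stimulated cells with far lower chemokine and interferon-response transcripts. CCL2 (ENSG00000108691, chromosome 17, 34255274 to 34257208) fell from 776 ± 438 CPM under vehicle to 2.10 ± 2.52 (SD, n = 4), a log2 fold change of -8.69 ± 1.62, and was lower in 4 of 4 sources. The other genes with the largest falls were RAB7B (-8.57 ± 1.46), CCL7 (-8.35 ± 1.51), CCL24 (-7.95 ± 1.34), ANKRD22 (-7.88 ± 1.30) and SPP1, which encodes osteopontin (-7.87 ± 1.40). The largest rises were TMEM107 (6.18 ± 1.05), MS4A4E (5.01 ± 0.89), TEX14 (4.62 ± 0.81), RRAD (4.38 ± 0.80) and the immediate-early transcription factors EGR1 (4.50 ± 0.77) and EGR4 (4.24 ± 0.89). EGR1 rose from 43.0 ± 42.9 to 859.9 ± 206 CPM (n = 4). The transcript end of TMEM107 holds the small nucleolar RNA gene SNORD118, and MS4A4E has close paralogs, so the reads behind these 2 rises may be shared. The largest adjusted p of these 12 genes was 0.000903, and each went the same way in 4 of 4 sources, as the rule for naming genes requires. None changed direction with total counts or mitochondrial scaling.

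Of 24 chemokine genes measured, 21 fell under alvocidib, a median log2 fold change of -3.94 (-4.06 without the 8 libraries), among them CXCL1 (-6.23 ± 1.13) and CCL4 (-3.83 ± 0.58). Of 27 type I interferon-stimulated genes 25 fell (median -3.66, and -4.03 without), such as the antiviral enzyme gene OAS2 (-4.53 ± 0.62) and the regulator IRF7 (-3.69 ± 0.52). Of 25 genes of the interferon-gamma response 22 fell and 1 rose (median -3.60), among them GBP5 (-2.93 ± 0.46). Among monocyte activation genes and scavenger receptors 13 of 22 fell and 4 rose (median -1.90). The scavenger receptor gene MSR1 (-5.83 ± 0.90) and the pattern receptor genes TLR4 (-2.85 ± 0.45), TLR2 (-2.80 ± 0.49) and NOD2 (-1.79 ± 0.42) fell, whereas the calgranulin genes S100A12 (1.79 ± 0.30) and S100A9 (1.73 ± 0.48) rose. Adjusted over the list alone the falls numbered 21, 26, 22 and 13. All 4 lists were called by camera at a preset correlation (adjusted p from 2.6e-14 to 0.00762), but not with an estimated correlation (adjusted p = 0.655, 0.655, 0.655 and 0.665 with an estimated correlation). Markers of CD14 monocytes had a median of 1.40 with 5 of 8 higher and 1 lower, those of CD16 monocytes one of -1.42 with 4 of 6 lower (neither list called), and platelet markers had 1.55 with 7 of 7 higher (adjusted p = 0.377 with an estimated correlation). Scaled to the mitochondrially encoded mRNAs the CD14 and platelet medians turned to -0.26 and -0.02, and the rises of S100A12 and S100A9 shrank to 0.16 and 0.08.

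Genes of other lists changed as well. The anti-apoptotic and inhibitor genes BIRC3 (-2.74 ± 0.61), TNIP3 (-3.01 ± 0.51) and the proto-oncogene MYC (-2.53 ± 0.58) were lower, as were the MAP kinase phosphatase gene DUSP6 (-5.04 ± 0.94), the anti-inflammatory cytokine gene IL10 (-3.81 ± 0.72) and the sterol regulator gene INSIG1 (-2.52 ± 0.44), while FOS (2.90 ± 0.54) was higher. In the survival list 9 of 11 genes fell (median -1.16), in the ATF4 list 13 of 21 fell and 1 rose (median -1.89), with ATF5 (-3.70 ± 0.58) and TRIB3 (-3.42 ± 0.56), and in the glycolysis and hypoxia list 11 of 20 fell (median -1.27), with LDHA (-3.80 ± 0.75) and ENO1 (-2.33 ± 0.37). The chaperone gene HSPA8 (-2.75 ± 0.58) was among 4 of 15 heat shock genes that fell (median -1.72), and 8 of 14 T cell activation genes fell (median -1.09). Camera called these 5 lists at the preset correlation only (adjusted p = 0.655, 0.655, 0.679, 0.679 and 0.665 with an estimated correlation). It likewise called cytokines and growth factors (median -1.45, 13 of 26 lower, adjusted p = 0.679 with an estimated correlation), NF-kappaB targets (median -1.20, 10 of 22 lower, adjusted p = 0.693) and MAP kinase feedback regulators (median -2.23, 10 of 16 lower and 2 higher, adjusted p = 0.679).

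Ribosomal protein and elongation factor mRNAs of the 5′ TOP class rose in 35 of 37 members under alvocidib (median 1.22), for example RPS2 (1.21 ± 0.20) and RPL13 (1.44 ± 0.24), and all 13 mitochondrially encoded mRNAs rose (median 1.59), for example MT-ND3 (1.72 ± 0.36). Both lists were called at the preset correlation and not with an estimated correlation (adjusted p = 0.655 and 0.655). These rises are relative to the scaling, since with the libraries scaled to the mitochondrially encoded mRNAs the 5′ TOP median was -0.36, RPS2 was -0.36 and RPL13 was -0.12. That scaling moved the median of all genes from 0.07 to -1.55, so that the 5′ TOP median lay 1.19 above it, and left 469 genes higher and 11846 lower. With total counts the median of all genes was -0.16 and 3530 genes were higher and 5737 lower, a share of 38.1% higher against 51.0% in the fit with TMM scaling. The mitochondrial share of counts was 8.81% to 15.7% in the libraries labelled alvocidib.

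PF-562271, a focal adhesion kinase inhibitor, lowered 4125 genes and raised 4417 as labelled. CXCL10 (ENSG00000169245, chromosome 4, 76021118 to 76023497), the gene of a T cell attracting chemokine, fell from 901 ± 899 to 1.99 ± 2.34 CPM (SD, n = 4), a log2 fold change of -7.87 ± 1.62. CXCL11 (-8.13 ± 1.47), CCL8 (-7.87 ± 1.53), CXCL9 (-7.83 ± 1.45) and the metabolic enzyme genes IDO1 (-7.58 ± 1.62) and ACOD1 (-7.57 ± 1.65) completed the largest falls. The largest rises were RASD1 (ENSG00000108551, chromosome 17, 17494437 to 17496395), a Ras-family gene that went from 1.86 ± 2.83 to 149.6 ± 64.6 CPM (6.96 ± 1.49), the neuronal immediate-early gene ARC (5.51 ± 1.35), MS4A4E (5.13 ± 0.90), MTFR2 (4.87 ± 0.88), TMEM107 (4.46 ± 0.97) and the small GTPase gene RHOB (4.36 ± 0.94). All 12 went the same way in 4 of 4 sources, as the naming rule requires, with adjusted p of at most 0.00377. None changed direction with total counts or mitochondrial scaling.

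In the chemokine list 20 of 24 genes fell under PF-562271 (median -4.37, and -4.71 without the 8 libraries), with CCL2 (-7.32 ± 1.56) and CCL24 (-7.44 ± 1.29). Type I interferon-stimulated genes fell in 23 of 27 (median -3.21), with OAS3 (-4.07 ± 0.59) and MX2 (-3.40 ± 0.48), and interferon-gamma response genes in 21 of 25 with 1 higher (median -3.68), with GBP1 (-5.43 ± 0.88). Monocyte activation genes fell in 13 of 22 and rose in 4 (median -2.18). There SERPINB2 (-6.10 ± 1.16), MSR1 (-5.75 ± 0.89), TLR2 (-3.31 ± 0.51), TLR4 (-2.76 ± 0.45) and NOD2 (-2.01 ± 0.43) fell and S100A9 (1.54 ± 0.48) rose, the last to 0.06 with mitochondrial scaling. Markers of CD14 monocytes had a median of 1.16 with 5 of 8 higher and 1 lower and those of CD16 monocytes one of -1.23 with 4 of 6 lower and 2 higher, neither list being called. Adjusted over the list alone 20, 23, 21 and 15 genes of the first 4 lists fell. Camera called those 4 lists at the preset correlation and not with an estimated correlation (adjusted p = 0.615, 0.615, 0.615 and 0.635). Cytokine and growth factor genes fell in 10 of 26 and rose in 1 (median -0.80, adjusted p = 0.698 with an estimated correlation), among them the activin gene INHBA (-7.53 ± 1.40), the receptor antagonist gene IL1RN (-5.49 ± 1.10) and PDGFB (-4.38 ± 0.69).

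The T cell costimulation receptor gene TNFRSF9 (-4.59 ± 0.74), TNIP3 (-3.54 ± 0.52), ATF5 (-3.36 ± 0.57), ENO1 (-2.37 ± 0.37) and the mitophagy kinase gene PINK1 (-1.46 ± 0.25) fell, whereas FOS (3.56 ± 0.56), EGR1 (3.58 ± 0.73) and the cytokine-signalling suppressor gene SOCS1 (2.10 ± 0.43) rose. Lists called at the preset correlation only were NF-kappaB targets (median -1.09, 10 of 22 lower and 1 higher), the ATF4 list (median -1.30, 9 of 21 lower), glycolysis and hypoxia (median -0.97, 7 of 20 lower), survival (median -1.07, 6 of 11 lower) and T cell activation (median -1.03, 6 of 14 lower), with adjusted p = 0.698, 0.635, 0.698, 0.663 and 0.698 with an estimated correlation. The 5′ TOP mRNAs rose in 36 of 37 (median 1.20, adjusted p = 0.615 with an estimated correlation), with RPS2 (1.26 ± 0.20) and RPS15 (1.47 ± 0.24), and the mitochondrially encoded mRNAs in 13 of 13 (median 1.38, adjusted p = 0.635), with MT-ND3 (1.49 ± 0.35). With mitochondrial scaling the 5′ TOP median was -0.19, RPS2 was -0.15, and 566 genes were higher and 10770 lower, the median of all genes moving from 0.08 to -1.35. The 5′ TOP median then lay 1.17 above that of all genes. With total counts 3312 were higher and 4751 lower, 41.1% higher against 51.7% with TMM. Platelet markers were higher in 6 of 7 (median 1.27, adjusted p = 0.505 with an estimated correlation, -0.08 with mitochondrial scaling), and markers of CD1c dendritic cells in 3 of 5 (median 2.37, adjusted p = 0.298) as under alvocidib (median 2.31, adjusted p = 0.377).

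**Figure D4:**
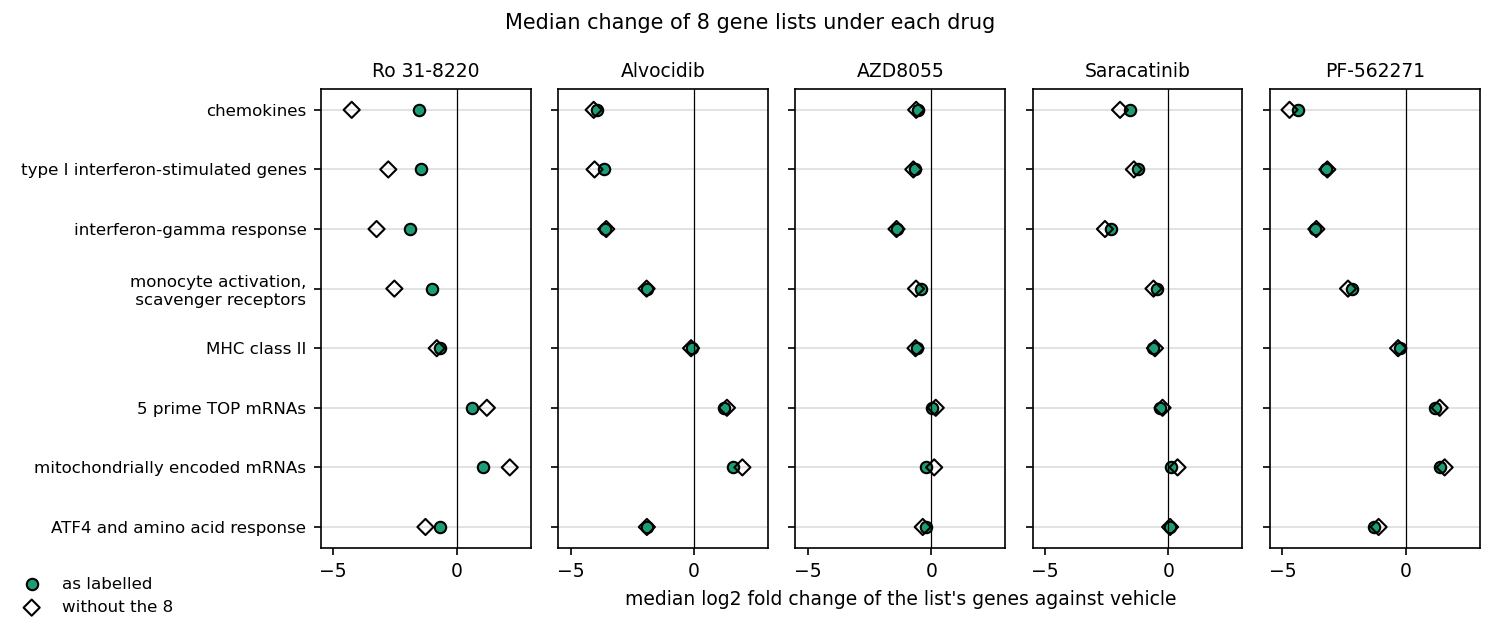
Median log2 fold change against vehicle (x axis) of 8 gene lists (y axis) under each drug (panels), with all libraries as labelled (circles) and without the 8 doubted libraries (diamonds). The chemokine median lay at -3.94 under alvocidib and -4.37 under PF-562271, and the 5′ TOP medians of 1.22 and 1.20 turned to -0.36 and -0.19 with mitochondrial scaling.

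Saracatinib, the SRC and ABL inhibitor on which the study centres, lowered 48 genes and raised 34 as labelled. CXCL9 (ENSG00000138755, chromosome 4, 76001275 to 76007509) fell from 236 ± 250.0 CPM under vehicle to 3.14 ± 4.62 (SD, n = 4), a log2 fold change of -6.34 ± 1.32. CXCL11 (-5.76 ± 1.26), ANKRD22 (-5.57 ± 1.13), the fibronectin gene FN1 (-4.41 ± 0.75), the transcription factor gene MSC (-3.66 ± 0.78) and MYOF (-3.34 ± 0.73) fell next. RAB3D (ENSG00000105514, chromosome 19, 11322068 to 11346270), a secretory Rab gene, rose from 2.12 ± 0.225 to 11.4 ± 5.12 CPM (2.36 ± 0.37). The other largest rises were SIRPB2 (2.76 ± 0.53), the inflammasome-family gene NLRP12 (2.74 ± 0.51), the Ras effector gene RIN1 (2.21 ± 0.31), RNASE6 (2.11 ± 0.39) and the histone-citrullinating enzyme gene PADI4 (1.97 ± 0.43). Adjusted p ran from 0.00336 (RIN1) to 0.0479 (CXCL11). Each of the 12 went the same way in 4 of 4 sources, as the naming rule requires, and also with total counts and with mitochondrial scaling.

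The interferon-gamma response list had the lowest median under saracatinib, -2.34 as labelled and -2.57 without the 8 libraries. Of its 25 genes 5 fell, and 22 were lower adjusted over the list alone, with GBP5 (-2.34 ± 0.45, adjusted p = 0.0258) and FCGR1A (-3.29 ± 0.67, adjusted p = 0.0312). Its adjusted p was 0.0792 with an estimated correlation, and 0.0433 without the 8 libraries. Chemokines had a median of -1.55 with 2 of 24 lower and 8 adjusted over the list alone. Besides CXCL9 and CXCL11, CCL3 (-3.27 ± 0.78) and CCL4 (-2.20 ± 0.55) had adjusted p of 0.0756 and 0.0891, and 0.00148 and 6.02e-05 without the 8 libraries. Type I interferon-stimulated genes had a median of -1.25 with 0 of 27 past the test in edgeR and 8 adjusted over the list alone, for example IFI44L (-1.57 ± 0.43), which had an adjusted p of 0.127. Neither list was called with an estimated correlation (adjusted p = 0.228 and 0.228). TNF (-1.66 ± 0.38, adjusted p = 0.062), TLR2 (-1.42 ± 0.47, adjusted p = 0.253) and the oxidised LDL receptor gene OLR1 (-2.62 ± 0.83, adjusted p = 0.226) were lower in 4 of 4 sources without passing the test. The growth factor gene PDGFB (-3.18 ± 0.64, adjusted p = 0.0291) and the early response gene EGR3 (-1.72 ± 0.38, adjusted p = 0.0471) fell.

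Other lists that camera called under saracatinib at the preset correlation, with 0 or 1 member past the test each, were NF-kappaB targets (median -0.77), cytokines and growth factors (-0.58), JAK-STAT feedback (-0.65), glycolysis and hypoxia (-0.74), survival (-0.58), T cell activation (-0.56), monocyte activation (-0.45), MHC class II (-0.61), 5′ TOP mRNAs (-0.35), drug target kinases (-0.24) and sterol biosynthesis (0.32). Their adjusted p with an estimated correlation ran from 0.228 to 0.439. With total counts the median of all genes was 0.23, the 5′ TOP median was -0.14, and 48 genes were higher and 25 lower, a share of 65.8% higher against 41.5% with TMM. With mitochondrial scaling edgeR called 0 genes, with 753 at an unadjusted p under 0.05. Markers of CD1c dendritic cells were higher (median 1.34, 1 of 5 past the test, adjusted p = 0.0319 with an estimated correlation) and those of plasmacytoid dendritic cells lower (median -0.71, 0 of 6, adjusted p = 0.261). Leaving out source 1 left 47 genes and leaving out source 2, 3 or 4 left 0 in edgeR (1564, 1050 and 1011 at an unadjusted p under 0.05), while experiment 2 alone gave 157. Simulated data at this depth and spread, with 100 genes changed by each amount, gave edgeR calls for 12% of genes with a 2-fold change and 64% of those with a 4-fold change.

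The study gave a list of signalling genes lowered by saracatinib, among them CREB1, MTOR, SRC, ABL2 and LCK. As labelled, 0 of these 5 passed the edgeR test under saracatinib, over all genes and adjusted over the list alone, and because the study chose them on these samples their direction is not independent evidence. SRC went from 325 ± 214 to 86.3 ± 9.57 CPM (-1.84 ± 0.68, adjusted p = 0.344) and was lower in 4 of 4 sources, as were ABL2 (-0.74 ± 0.33), MTOR (-0.20 ± 0.14) and LCK (-0.24 ± 0.16). CREB1 (-0.13 ± 0.15) was lower in 3 of 4. Without the 8 libraries SRC (-1.97 ± 0.48, adjusted p = 0.0217) and ABL2 (-1.04 ± 0.27, adjusted p = 0.0318) passed. With total counts CREB1 (0.08) and MTOR (0.02) were above 0, against 0.23 for the median of all genes. Camera called the list at the preset correlation (median -0.27), with an adjusted p of 0.228 with an estimated correlation. SRC, ABL2 and MTOR fell under alvocidib (-3.08, -1.31 and -0.42) and under PF-562271 (-3.34, -1.51 and -0.46), whereas CREB1 (-0.29 and -0.19) and LCK (0.22 and 0.14, and -1.38 and -1.28 with mitochondrial scaling) did not pass, and LCK under PF-562271 was also below 0 with total counts (-0.02). Under AZD8055 the 5 ranged from -1.07 (SRC) to -0.07 (MTOR) and under Ro 31_8220 from -1.98 (SRC) to 0.02 (LCK), with 0 past the test in both. The list medians under alvocidib, PF-562271, AZD8055 and Ro 31_8220 were -0.60, -0.57, -0.14 and -0.28 and were not called.

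The study also measured cytokines secreted by PBMCs under these drugs, which are proteins and not RNA. From a larger panel it named 7 whose secretion saracatinib lowered. It described this as shared with the other drugs and weakest for Ro 31_8220. Of the 7 genes of these named cytokines, IL6, IL1B, CXCL1 and CXCL10 fell under alvocidib (-4.31 ± 1.18, -3.10 ± 0.91, -6.23 ± 1.13 and -6.53 ± 1.48) and under PF-562271 (-4.46 ± 1.22, -4.41 ± 0.99, -5.88 ± 1.12 and -7.87 ± 1.62). IL1B went from 3322 ± 2907 CPM under vehicle to 339 ± 239 under alvocidib (n = 4). Under saracatinib CXCL10 (-4.69 ± 1.36, adjusted p = 0.166), IL1B (-1.72 ± 0.88) and CXCL1 (-1.62 ± 0.92) were lower in 4 of 4 sources without passing, and IL6 (-2.38 ± 1.17) was lower in 2 of 4. By source IL6 changed by 0.13 and 0.81 in experiment 1 and by -5.22 and -5.04 in experiment 2. IL1B changed by -0.47 and -0.69 in experiment 1 and by -2.66 and -3.41 in experiment 2. The interaction test called 0 genes under saracatinib as labelled. CXCL10 passed without the 8 libraries (-5.37 ± 1.22, adjusted p = 0.0143). CSF2, CSF3 and IFNG were low, with vehicle levels of 1.47 ± 0.908, 2.19 ± 2.29 and 6.87 ± 3.28 CPM, and passed under 0 of the 5 drugs, with IFNG at 0.80 ± 0.94 under saracatinib and 1.04 ± 0.96 under AZD8055. The list medians were -3.10 under alvocidib (4 of 7 lower), -4.41 under PF-562271 (4 lower), -1.62 under saracatinib (0, and 1 adjusted over the list alone), -0.80 under AZD8055 (0) and -1.54 under Ro 31_8220 (0). Camera called it under PF-562271, saracatinib and Ro 31_8220 at the preset correlation (adjusted p = 0.635, 0.405 and 0.474 with an estimated correlation), and as a list chosen by the study it is not independent evidence. For the 6 genes that the study named as induced by patient plasma the medians were -2.29, -2.66, -1.02, -0.94 and -1.35 in the same order of drugs (adjusted p = 0.665, 0.615, 0.261, 0.735 and 0.464 with an estimated correlation).

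**Figure D5:**
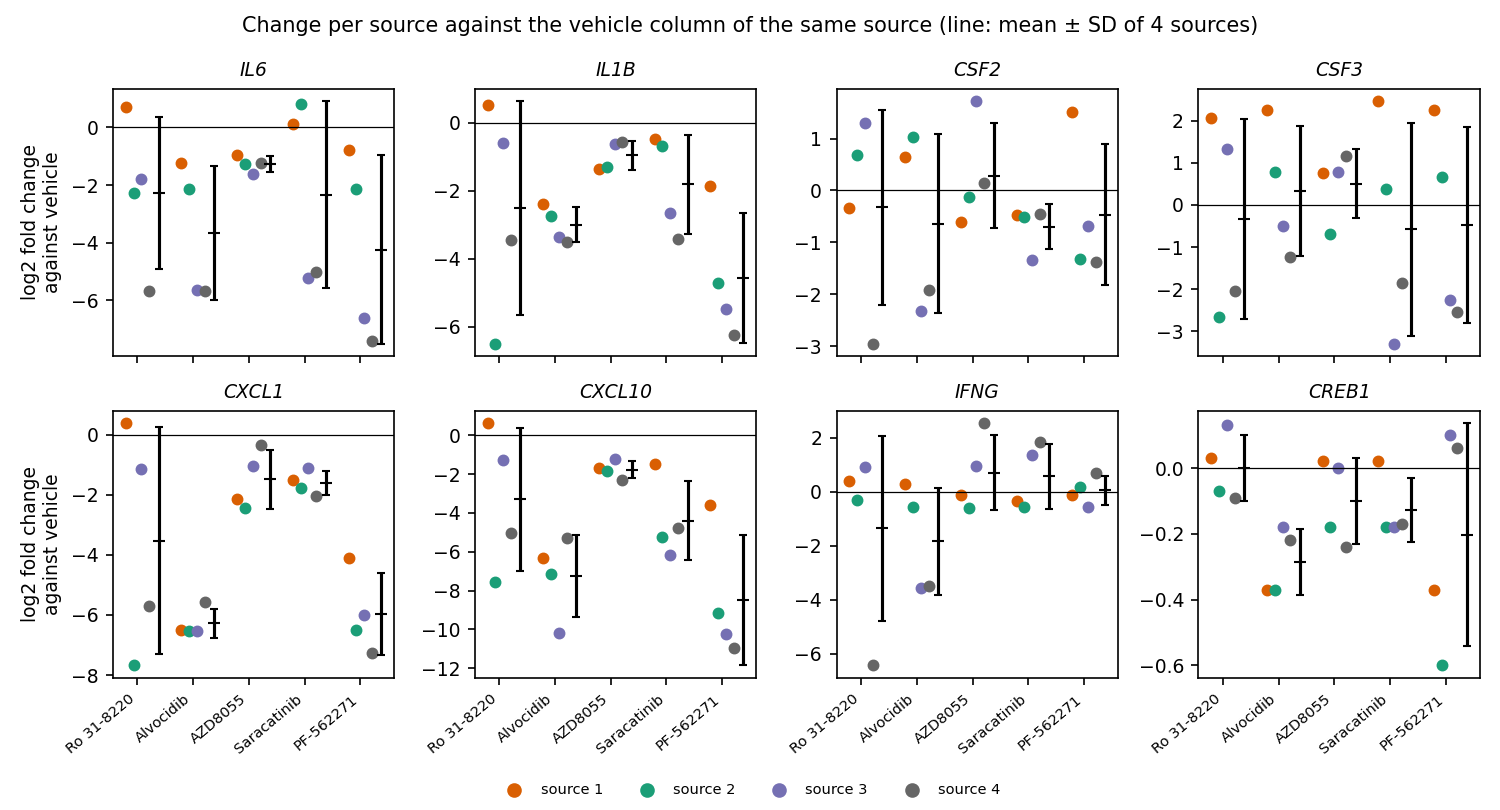
Log2 fold change against the vehicle column of the same source (y axis) in each of the 4 sources (points) under each drug (x axis) for the 7 cytokine genes and CREB1, with the mean ± SD of the 4 sources as a line. CXCL10 under alvocidib and PF-562271 lay below 0 in 4 of 4 sources, and IL6 under saracatinib below 0 in 2 of 4, sources 3 and 4.

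AZD8055, an mTOR inhibitor, raised 2 genes past the test, both in 4 of 4 sources. ALDH3B1 (ENSG00000006534, chromosome 11, 68008578 to 68029282), an aldehyde dehydrogenase gene, went from 4.70 ± 0.756 to 15.7 ± 3.76 CPM (SD, n = 4), a log2 fold change of 1.71 ± 0.25 (adjusted p = 0.0292). CLEC10A (ENSG00000132514, chromosome 17, 7074537 to 7080307), a dendritic cell and macrophage lectin gene, went from 2.68 ± 1.75 to 10.2 ± 7.73 CPM (1.84 ± 0.29, adjusted p = 0.0414). Leaving out any of the 4 sources left 0 calls. Without the 8 libraries 102 genes were higher and 148 lower, and the genes named from that setting were chosen after its values were seen. There CCL24 (-4.01 ± 0.83), FN1 (-3.80 ± 0.56), the VEGF receptor gene FLT1 (-2.81 ± 0.60), STEAP4 (-2.64 ± 0.54), PDGFB (-2.52 ± 0.51) and CYP1B1 (-2.24 ± 0.50) fell the most and PRAM1 (2.62 ± 0.28), the connexin gene GJB2 (2.34 ± 0.39), PDE2A (2.20 ± 0.36) and PAPLN (2.20 ± 0.35) rose the most beside CLEC10A (2.19 ± 0.26). As labelled the same 10 had adjusted p from 0.0539 (FN1) to 1 (GJB2).

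The interferon-gamma response genes had a median of -1.39 under AZD8055, with 0 of 25 past the edgeR test and 11 lower adjusted over the list alone, and -1.41 without the 8 libraries, where FCGR1A (-1.96 ± 0.39) and GBP5 (-1.30 ± 0.30) fell. MHC class II genes had a median of -0.58 and markers of CD1c dendritic cells one of 0.86 with CLEC10A past the test. With an estimated correlation these 3 had adjusted p = 0.215, 0.215 and 0.0659. B cell markers had a median of -0.41 (adjusted p = 0.0707 with an estimated correlation). Camera also called, at the preset correlation, type I interferon-stimulated genes (-0.65), chemokines (-0.55), JAK-STAT feedback (-0.36), NF-kappaB targets (-0.17), monocyte activation (-0.43), FOXO targets (0.28) and lysosome and autophagy genes (0.36), with adjusted p from 0.735 to 0.798 with an estimated correlation. The 5′ TOP mRNAs, whose translation depends on mTOR, had a median of 0.04 and were not called. CD14 monocyte markers had a median of -0.39 as labelled, with 0 of 8 past the test in edgeR and 0 adjusted over the list alone (adjusted p = 0.414 with an estimated correlation). Without the 8 libraries they were lower (median -0.93, 3 of 8 past the test, adjusted p = 0.0205 with an estimated correlation). The calgranulin genes S100A9 (-1.61 ± 0.30) and S100A8 (-1.55 ± 0.31), themselves members of that marker list, fell. As labelled these 2 changed by -1.83 and -2.14 in source 3 and by -0.44 and -0.38 in source 4. Another member, CD36, changed without the 8 libraries by -2.32 in experiment 1 and by 1.59 in experiment 2. Outside that list TLR2 (-1.39 ± 0.23), CPVL (-2.22 ± 0.36) and CST3 (-1.52 ± 0.21) fell, whereas IL18 (1.42 ± 0.23) and PLD1 (1.90 ± 0.33) rose and the early response gene EGR3 (-1.44 ± 0.34) fell.

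Ro 31_8220, a protein kinase C inhibitor, gave no gene past the edgeR test as labelled, with a smallest adjusted p of 0.0704. IL1B went from 3322 ± 2907 to 1286 ± 1710.0 CPM (SD, n = 4), a log2 fold change of -1.54 ± 0.90, lower in 3 of 4 sources. CXCL10 (-2.42 ± 1.28), IL6 (-2.34 ± 1.09) and CXCL1 (-1.87 ± 1.00) were lower in 3 of 4 as well. TLR4 (-1.77 ± 0.44, adjusted p = 0.0704) was lower in 4 of 4 sources and FOSB (2.83 ± 1.00) and the epithelial transcription factor gene ELF3 (2.70 ± 0.86) were higher in 4 of 4. Leaving out source 1 gave 1080 genes higher and 443 lower, and leaving out source 3 gave 1159 and 376. Without the 8 libraries, with 2 sources of Ro 31_8220, 4861 genes were higher and 4236 lower, and the genes named from that setting were chosen after its values were seen. TMEM51 (-7.04 ± 1.30), INHBA (-6.94 ± 1.40), the lipase inhibitor gene ANGPTL4 (-6.59 ± 2.35), IDO1 (-6.59 ± 1.77), CXCL9 (-6.57 ± 1.67) and IL1A (-6.54 ± 1.43) fell the most, and ELF3 (6.50 ± 0.59), CCNP (5.89 ± 0.58), ARC (5.86 ± 1.27), RASD1 (5.57 ± 1.24), FOSB (5.54 ± 0.75) and SORCS3 (5.15 ± 0.83) rose the most. With mitochondrial scaling of those libraries 383 genes were higher and 14428 lower, the median of all genes being -2.18.

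By list, the interferon-gamma response had a median of -1.89 under Ro 31_8220 as labelled (0 of 25 past the test in edgeR, 21 adjusted over the list alone) and -3.25 without the 8 libraries (20 lower). Type I interferon-stimulated genes had -1.45 (0, and 13 adjusted over the list alone) and -2.77 (24 of 27 lower), chemokines -1.53 (0 of 24, and 4) and -4.25 (20 of 25 lower), and monocyte activation genes -0.98 (0, and 3) and -2.53 (16 of 22 lower and 1 higher), with MSR1 (-4.89 ± 0.63) and TLR2 (-3.63 ± 0.35). The 5′ TOP mRNAs had 0.62 (0, and 35 higher adjusted over the list alone) and 1.22 (35 of 37 higher), and the mitochondrially encoded mRNAs 1.07 (0, and 13) and 2.15 (13 of 13 higher). As labelled, mitochondrial scaling turned the 5′ TOP median to -0.34. These 6 lists were called at the preset correlation and each had an adjusted p of 0.464 with an estimated correlation. In the libraries labelled Ro 31_8220 the mitochondrial share ran from 3.36% to 16.1%. Platelet markers had a median of 0.82 as labelled (0 of 7 past the test, adjusted p = 0.474 with an estimated correlation) and 1.77 without the 8 libraries (7 higher). Camera called 19 gene lists in all as labelled, the others being cytokines and growth factors (-0.73), NF-kappaB targets (-0.72), MAP kinase feedback (-0.76), JAK-STAT feedback (-0.65), the ATF4 list (-0.67), glycolysis and hypoxia (-0.95), survival (-0.65), oxidative phosphorylation (-0.16), T cell activation (-0.70), actin and SRF targets (-0.39) and MHC class II (-0.69), besides the study's cytokine and plasma-induced genes, with 0 members past the test. Their adjusted p ran from 0.464 to 0.58 with an estimated correlation.

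Saracatinib was also tested against each other drug. The study states that its effect on the inflammatory signature appeared stronger and more specific than that of the others. Against alvocidib 4904 genes were higher and 5101 lower under saracatinib. The endosomal Rab gene RAB7B (9.67 ± 1.48), the formyl peptide receptor gene FPR2 (7.32 ± 1.16) and the chemokine gene CCL22 (7.13 ± 1.54) were higher and TMEM107 (-6.03 ± 1.04), EGR4 (-5.67 ± 0.95) and RRAD (-4.54 ± 0.83) lower, each in 4 of 4 sources, as the naming rule requires, with adjusted p of at most 0.00104. Against PF-562271 saracatinib was higher for 4097 genes and lower for 4477, among them RAB7B (6.62 ± 1.18), FPR2 (6.27 ± 1.09) and the interleukin 1 receptor gene IL1R1 (5.91 ± 1.02) higher, and EGR4 (-4.93 ± 0.92), MS4A4E (-4.43 ± 0.86) and RRAD (-4.33 ± 0.83) lower. Type I interferon-stimulated genes were higher under saracatinib than under alvocidib in 19 of 27 (median 2.41) and chemokines in 12 of 24 (median 2.00), and 5′ TOP mRNAs were lower in 36 of 37 (median -1.60, 0.05 with mitochondrial scaling), with adjusted p = 0.84 with an estimated correlation for each of the 3. Of the genes that differed from alvocidib 49.0% were higher under saracatinib with TMM, 69.8% with total counts and 95.9% with mitochondrial scaling, and PF-562271 was higher than saracatinib in 52.2%, 31.1% and 5%. Left with 28 libraries, the comparisons with alvocidib and PF-562271 gave 11620 and 9797 genes.

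Against Ro 31_8220 saracatinib had 641 genes higher and 1742 lower as labelled, 26.9% higher with TMM against 61.5% with total counts, and 0 genes with mitochondrial scaling, where 7511 had an unadjusted p under 0.05. NOTCH3 (3.80 ± 1.04), FPR2 (3.26 ± 0.98) and the inflammasome gene NLRC4 (2.99 ± 0.66) were higher, and the ectodysplasin gene EDA (-3.28 ± 0.59), SDK2 (-2.82 ± 0.64) and the fatty acid receptor gene FFAR1 (-2.68 ± 0.60) lower, in 4 of 4 sources, as the naming rule requires. Without source 1 this comparison gave 1033 genes, without source 2 or source 4 it gave 0, without source 3 it gave 3845, and without the 8 libraries 8343. Against AZD8055 edgeR called 0 genes, with 854 at an unadjusted p under 0.05, and DESeq2 called 0. With those 8 left out 324 were higher and 330 lower with TMM scaling. There the proteoglycan gene VCAN (2.46 ± 0.20), PDK4 (2.81 ± 0.57) and RAB7B (2.57 ± 0.66) were higher and SPINK1 (-5.14 ± 0.71), NEURL3 (-4.10 ± 0.95) and ANKRD22 (-3.90 ± 0.74) lower, named after their values were seen. As labelled the list medians of saracatinib against AZD8055 were -1.03 for the interferon-gamma response, -1.47 for chemokines and 0.57 for CD14 monocyte markers, with 0 members past the test and adjusted p = 0.419, 0.419 and 0.277 with an estimated correlation. The CD14 median was 1.02 without the 8 libraries (adjusted p = 0.00373 with an estimated correlation).

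A gene was counted as specific to a drug when it was lower or higher than under vehicle and than under each of the other 4 drugs. The study's statement concerned the lowering of the inflammatory signature, which this count over all genes does not test. As labelled edgeR gave 0 such genes for every drug, with 158 for saracatinib, 476 for alvocidib, 270 for PF-562271, 29 for AZD8055 and 0 for Ro 31_8220 at an unadjusted p under 0.05 in all 5 tests, and DESeq2 gave 3 for alvocidib, 14 for PF-562271 and 0 for the others. Leaving out the 8 doubted libraries gave 526 for alvocidib, 116 for PF-562271, 82 for saracatinib, 68 for Ro 31_8220 and 26 for AZD8055 with TMM scaling. In the same order of drugs total counts gave 686, 157, 125, 85 and 36 there, and mitochondrial scaling 270, 89, 11, 131 and 6. Genes named from the fit with TMM were chosen after their values were seen. Those of saracatinib, 29 lower and 53 higher, included the purinergic receptor gene P2RX7 (-3.50 ± 0.47), PSTPIP2 (-2.58 ± 0.37), the cholesterol transporter gene ABCG1 (-1.92 ± 0.24), BTBD19 (-1.31 ± 0.15) and the death receptor gene TNFRSF25 (-1.20 ± 0.17) among the lower, and MYCL (2.55 ± 0.40), RAB3D (2.53 ± 0.24), PDK4 (2.38 ± 0.57), RIN1 (2.32 ± 0.25) and AVPI1 (2.25 ± 0.29) among the higher. P2RX7, PSTPIP2 and TNFRSF25 also passed the test against vehicle as labelled (-3.19, -2.33 and -1.14). Without the 8 libraries Ro 31_8220 came from experiment 1 alone and the other drugs from both. A difference from Ro 31_8220 can thus also reflect a difference between the experiments. As labelled PDK4 changed under saracatinib by 0.67 and 0.65 in experiment 1 and by 3.67 and 3.5 in experiment 2. P2RX7 changed there by -1.25 and -2.36, and by -4.33 and -4.15. For alvocidib SLC41A2 (-6.08 ± 0.45), CXCR6 (-6.05 ± 0.64), RTP4 (-5.84 ± 0.55), TMEM107 (6.68 ± 0.16) and TEX14 (5.09 ± 0.37) were among them, and for PF-562271 SCARB2 (-2.52 ± 0.17), PINK1 (-1.53 ± 0.15), PHF11 (-1.29 ± 0.15), MTFR2 (5.48 ± 0.69), JUNB (2.76 ± 0.46) and VPS37B (2.30 ± 0.34). For Ro 31_8220 these included PAPSS2 (-5.01 ± 0.40), BCL2A1 (-3.60 ± 0.44) and the metallothionein genes MT1G (4.80 ± 0.64), MT1E (3.55 ± 0.24) and MT1X (2.56 ± 0.30), which are paralogs that can share reads.

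The changes of the drugs were compared with each other across 20178 genes, which are not independent replicates. Because all drugs share the vehicle columns, unchanged groups simulated against them had a correlation of 0.501 and a covariance of 0.169. Alvocidib and PF-562271 had a correlation of 0.913 with a covariance of 2.33, and 0.735 (covariance 2.29) when 1 drug and its vehicle were taken from 2 sources and the other drug and its vehicle from the other 2. They shared 3769 higher genes, where 1099.3 are expected of independent comparisons, and 3617 lower genes, where 984.7 are expected. These comparisons share the vehicle columns and are not independent, so the expected numbers are too low. Ro 31_8220 had a correlation of 0.860 with alvocidib (covariance 1.30, and 0.554 with separate vehicle columns) and 0.831 with PF-562271 (covariance 1.16, and 0.530). Within single sources these ran from 0.226 to 0.864 and from 0.284 to 0.833. AZD8055 and saracatinib had 0.599 with a covariance of 0.229, and 0.146 with separate vehicle columns. Saracatinib had 0.148 with Ro 31_8220, 0.134 with alvocidib and 0.191 with PF-562271, covariances of 0.092, 0.153 and 0.20 and split values of 0.00, 0.047 and 0.079. Saracatinib shared 25 higher and 33 lower genes with alvocidib, where 8.5 and 11.5 are expected of independent comparisons, which these are not. Their covariance of 0.153 was not above the 0.169 of the simulated unchanged groups, although those groups shared at most 1 called gene. Neither simulated group was changed, so the simulation does not bound the overlap with a drug that changed many genes. The overlap therefore does not by itself show a shared effect. Without the 8 libraries saracatinib and alvocidib shared 289 higher and 480 lower genes, where 128.5 and 180.6 are expected of independent comparisons. In the fit without the 8 libraries the correlations were 0.860 for alvocidib and PF-562271, 0.474 for AZD8055 and saracatinib, and 0.389, 0.371 and 0.438 for saracatinib with Ro 31_8220, alvocidib and PF-562271. The covariances of these pairs in the same order were 2.90, 0.224, 0.532, 0.564 and 0.586. Unchanged groups simulated in that setting had a correlation of 0.502 and a covariance of 0.163.

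The change under alvocidib differed between experiments 1 and 2 for 2383 genes and that under PF-562271 for 2382, while Ro 31_8220, AZD8055 and saracatinib gave 0 by the interaction test of edgeR, with 1817, 371 and 1097 genes at an unadjusted p under 0.05 (DESeq2 was not run for this test). IFI27, an interferon-induced gene, changed by 0.94 under alvocidib in experiment 1 and by -5.06 in experiment 2, and by 0.63 and -4.78 under PF-562271. AGFG2 (-2.62 and 0.68) and the endonuclease gene DNASE1 (-2.80 and 1.60) differed under alvocidib, and the helicase gene DHX9 (1.15 and -1.14) and the adaptor gene GAB3 (-1.07 and 1.38) under PF-562271. The smallest adjusted p was 0.113 for Ro 31_8220 (HAPLN3, TDRD9, then RNF130), 1 for AZD8055 (VAMP5, AKT1S1, ASAP3) and 0.214 for saracatinib (HAPLN3, then VAMP5 and IL18BP). Fitted alone, experiment 1 gave 36 genes for saracatinib and experiment 2 gave 157, against 82 for both, and for AZD8055 they gave 27 and 1. With the 8 doubted libraries left out the interaction was called for 8707 genes under alvocidib, 8929 under PF-562271, 1793 under saracatinib and 196 under AZD8055. The single libraries of experiment 2 and the summed libraries of experiment 1 differ in number, and with library 1 alone for experiment 1 the interaction gave 0 genes for both alvocidib and PF-562271, with 3356 and 2620 at an unadjusted p under 0.05 in edgeR. With library 2 alone, which leaves out the doubted libraries of source 1, it gave 4637 and 4905.

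Of the 31 gene lists and 11 marker lists 13 were called under 0 of the 5 drugs as labelled. Their medians over the drugs ran from -0.35 to 0.58 for immediate-early transcription factors, -0.38 to 0.44 for CREB targets, -0.59 to 0.05 for cholesterol efflux and LXR targets, -0.19 to 0.05 for ribosome biogenesis, -0.31 to 0.23 for p53 targets and -0.15 to 0.47 for the transcription elongation machinery. For markers they ran from -0.39 to 1.40 for CD14 monocytes, -1.42 to -0.07 for CD16 monocytes, -0.54 to 0.08 for T cells, -0.35 to -0.08 for cytotoxic and NK cells, -0.29 to 1.65 for erythroid cells, -0.05 to 0.52 for neutrophils and -0.37 to 0.97 for basophils and mast cells. Lists called under 1 drug had medians elsewhere as low as -0.73 for lysosome and autophagy genes (PF-562271), -0.76 for FOXO targets (alvocidib), -0.50 for sterol biosynthesis (alvocidib) and -0.71 for actin and SRF targets (PF-562271). In 12 of the 210 pairs of list and drug the median, the mean and the camera direction differed in sign, with 0 of the 12 called and a smallest adjusted p of 0.491. With an estimated correlation 0 gene lists were called in the comparisons with vehicle as labelled, and 1 marker list, CD1c dendritic cells under saracatinib.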

Values the study reported

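The study used Ro 31_8220 mesylate, AZD8055, saracatinib and PF-562271 at 10 µM and alvocidib at 1 µM on PBMCs. It gave IC50 values of saracatinib for c-SRC and ABL of 2.7 and 30 nM, and, in monocytes, of 0.8 to 28 µM for 4 signalling proteins including CREB and S6. In a separate experiment without drugs, the study counted 4,823 genes that differed in PBMCs between patient and healthy plasma, 2,377 higher and 2,446 lower.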

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

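The tests of whether labels were exchanged in pairs, whether source 1 responds in its own way and whether the Ro 31_8220 response differs between the experiments, and every setting that leaves out doubted libraries, were chosen only after the results they bear on were seen.

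The 6 libraries of source 1 numbered 1 each had a profile closer to another label than to their own. The best match was mutual in 6 of 6 libraries, vehicle with Ro 31_8220, alvocidib with PF-562271 and AZD8055 with saracatinib (r = 0.961, 0.929 and 0.951 across genes for the first of each pair, against -0.836, 0.550 and 0.803 with the own label). Against RNA of 2 cultures mixed in 1 library, the median share of the partner's level, over the genes that part the paired labels, was 1.005 in the lowest of the 6, and against a response particular to source 1, 6 of its 6 libraries numbered 2 matched their own label best. Labels exchanged in 3 pairs may therefore be a candidate explanation, found and tested on the same data, and the exchange of the cultures themselves before RNA was taken stays open.

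The experiment 2 libraries labelled Ro 31_8220 resembled other drugs of their own sources rather than each other. They had r = -0.821 with each other, against 0.963 with AZD8055 in source 3 and 0.919 with alvocidib in source 4, which argues against a shared Ro 31_8220 response that differs between the experiments. An exchange with those libraries would have put them out of place, and 0 of the 2 were. For RNA of one culture under 2 labels the 2 sources gave unlike answers. In source 3 the dispersion of the pair was 0.00132. That was below the lowest between the 2 libraries of source 2 with the same label (0.00413) and between sources 3 and 4 with the same label (0.00271). In source 4 it was 0.0166, above the highest between the 2 libraries of source 2 (0.012). Source 1, with its doubted libraries, was not used for these bounds. RNA of one culture therefore cannot be told apart from 2 like cultures for both sources together, and the pair of source 3 was the closer. For their own label these libraries had only each other, so the profile check does not tell which of them is out of place. Without the 8 libraries, where Ro 31_8220 came from experiment 1 alone, its changes had a correlation of 0.850 with alvocidib and 0.282 with AZD8055. A profile near alvocidib, as in source 4, thus also occurred where the label was not doubted. A wrong label in 1 or both sources and, untested, unlike responses of sources 3 and 4 stay open too.

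The lower chemokine genes under alvocidib and PF-562271 were set against 2 explanations. With total counts, RLE or mitochondrial scaling the highest median of the list over both drugs was still -3.92. These scalings put the median of all genes between -1.55 and 0.11, so none could have lifted the list to no change. The test therefore does not decide on scaling. It shows that the list stayed below the median of all genes in each of them. Markers of CD14 monocytes lay at least 5.34 above the chemokines on the log2 scale in both drugs, which argues against fewer CD14 monocytes. Markers of CD16 monocytes had medians of -1.42 and -1.23, so fewer CD16 monocytes stay open as a part of it. An effect of the drugs on these messages may be the cause, as a hypothesis found on the same data, and whether through transcription or decay was not tested.

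Other splits of the 8 columns of a drug and vehicle, fitted with those 2 groups alone, were counted. The real split and the splits that part all 4 sources number 8, too few for a share under 0.05. The real split called 7001 genes for alvocidib and 6424 for PF-562271 and the highest other 0 and 0, with 1 and 1 of 8 splits as large. The values were 491 against 0 for saracatinib (1 of 8), 747 against 1 for AZD8055 (1 of 8) and 0 against 0 for Ro 31_8220 (8 of 8, with 933 genes at an unadjusted p under 0.05 in edgeR and 2709 called by DESeq2 in the fit of all groups). Of all 32 splits that could be fitted, those that part sources 2 and 4 as labelled and keep sources 1 and 3 whole called 6945 genes for Ro 31_8220. Those that part sources 3 and 4 as labelled and keep sources 1 and 2 whole called 1518 for saracatinib, several times the real count, and 97 for AZD8055. For AZD8055 the 97 was below the real count of 747. For Ro 31_8220 and saracatinib, sources that differ in their response under the deposited labels may lie behind such counts, which was not tested. For Ro 31_8220 the sources kept whole, 1 and 3, both held doubted libraries, as did source 4, which was parted. Wrong labels can therefore not be told apart from unlike responses here. The interaction test between the experiments called 0 genes for both as labelled. It called 1793 for saracatinib without the 8 libraries, and 3109 for Ro 31_8220 with library 2 alone for experiment 1.

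In 5 of 24 tests of a library measure within a label, 1 library stood apart, where chance gives about 1 in 20. The saracatinib library of source 3 had 22.4 M read counts in total, the others 30.9 to 35.5 M. The library of source 1 numbered 1 had a mitochondrial share of 15.01% in the vehicle group (others 3.21% to 3.91%) and 14.7% in the PF-562271 group (others 8.15% to 10.5%). In the vehicle group that library also had 0.0775% of counts on haemoglobin genes (others 0.00130% to 0.0201%) and 0.0203% on platelet genes (others 0.00400% to 0.00630%).

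Among the log2 fold changes per source, 1 source stood apart in 13 of 212 pairs of named gene and drug, near the share of about 1 in 20 that chance gives, and source 1 was the one in 9 of the 13. Under alvocidib these were source 4 for CXCL1 (-5.58, others -6.52 to -6.51) and source 1 for RTP4 (-3.03, others -6.14 to -5.81) and TMEM107 (4.53, others 6.65 to 6.90). Under PF-562271 they were source 1 for MX2 (-2.26, others -3.85 to -3.61), OAS3 (-2.74, others -4.49 to -4.31), SCARB2 (-1.40, others -2.74 to -2.57) and TLR4 (-1.80, others -2.98 to -2.93), and source 2 for RPS15 (2.34, others 1.07 to 1.26). Under Ro 31_8220 it was source 4 for IFNG (-6.43, others -0.29 to 0.91). Under saracatinib they were source 1 for ABCG1 (-0.38, others -2.01 to -1.94), CREB1 (0.02, others -0.18 to -0.17) and MSC (-1.71, others -4.31 to -3.92) and source 3 for CSF2 (-1.34, others -0.52 to -0.45). In each of the 9 pairs with source 1 apart, its change was smaller in size than those of the other sources. The columns of source 1 sum a doubted library with the library numbered 2, so a share near that of chance does not show that chance is behind these 9.

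The change under alvocidib differed between the experiments for 2383 genes by the interaction test, with a change in experiment 2 minus that in experiment 1 of -6.00 for IFI27 (0.94 and -5.06), 3.30 for AGFG2 (-2.62 and 0.68) and 4.40 for DNASE1 (-2.80 and 1.60), where the brackets give experiments 1 and 2. Under PF-562271 it differed for 2382 genes, by -5.40 for IFI27 (0.63 and -4.78), -2.29 for DHX9 (1.15 and -1.14) and 2.44 for GAB3 (-1.07 and 1.38).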

How the results depend on the processing

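The settings without library 1 of source 1, without Ro 31_8220 of experiment 2, without the 8 doubted libraries (with TMM, total counts, RLE and mitochondrial scaling) and with only library 2 of experiment 1 for the interaction were chosen only after the data were seen. Where no reason is given for a difference, the cause was not tested. Values below are set against 0, 9839, 2, 82 and 8542 genes changed against vehicle for Ro 31_8220, alvocidib, AZD8055, saracatinib and PF-562271.

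RLE factors gave 1 gene for AZD8055 against vehicle. Total counts gave 5 genes for AZD8055 against vehicle, and 4 marker lists for alvocidib and 1 for saracatinib. Scaling to the mitochondrially encoded mRNAs gave 0 genes for AZD8055 and 0 for saracatinib against vehicle, and 0 genes between saracatinib and Ro 31_8220. It also gave 16 gene lists for AZD8055, and 2 marker lists for Ro 31_8220, 4 for alvocidib and 1 for saracatinib. The log2 fold change turned for LCK (-1.38), RPL13 (-0.12) and RPS2 (-0.36) under alvocidib, LCK (-1.28) and RPS2 (-0.15) under PF-562271. For the edgeR counts of 0 with that scaling, AZD8055 had 345 genes, saracatinib 753 and saracatinib against Ro 31_8220 7511 at an unadjusted p under 0.05, and DESeq2 with its own size factors called 102, 431 and 4244. A stricter low-count filter, which tests fewer genes, gave 1133 genes for Ro 31_8220, 6027 for alvocidib, 7 for AZD8055 and 5181 for PF-562271 against vehicle, and 6062 genes between saracatinib and alvocidib and 5172 between it and PF-562271. It also gave 9 gene lists for PF-562271. No low-count filter gave 1295 genes between saracatinib and Ro 31_8220. DESeq2 gave 2709 genes for Ro 31_8220, 102 for AZD8055 and 431 for saracatinib against vehicle, and 4244 genes between saracatinib and Ro 31_8220. It also gave 3 genes specific to alvocidib and 14 to PF-562271.

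Fitting only the 2 groups compared gave 747 genes for AZD8055 and 491 for saracatinib against vehicle, and 0 genes between saracatinib and Ro 31_8220. It also gave 17 gene lists for AZD8055. For the edgeR count of 0, 3025 genes had an unadjusted p under 0.05. Fitting without the source as a block gave 0 genes for AZD8055 and 12 for saracatinib against vehicle, and 733 genes between saracatinib and Ro 31_8220. For AZD8055 533 genes had an unadjusted p under 0.05 there. Each of the 36 libraries as a column, blocked by source, gave 38 genes for AZD8055 and 171 for saracatinib against vehicle, and 5128 genes between saracatinib and Ro 31_8220. It also gave 7 gene lists for PF-562271. Blocked by source and library number it gave 32 genes for AZD8055 and 144 for saracatinib against vehicle, and 4844 genes between saracatinib and Ro 31_8220. It also gave 7 gene lists for PF-562271. With the correlation within lists estimated, camera gave 0 gene lists for Ro 31_8220, 0 for alvocidib, 0 for AZD8055, 0 for saracatinib and 0 for PF-562271. Experiment 1 alone gave 27 genes for AZD8055 and 36 for saracatinib against vehicle, and 5548 genes between saracatinib and Ro 31_8220. It also gave 5 gene lists for alvocidib, 10 for saracatinib and 7 for PF-562271. The camera direction, relative to other genes, turned (medians in brackets) for the glycolysis and hypoxia list under alvocidib (-0.20), the 5′ TOP mRNAs list under AZD8055 (-0.48), the glycolysis and hypoxia list under saracatinib (0.048), the mitochondrially encoded mRNAs list under saracatinib (-0.90), the monocyte activation and scavenger receptors list under saracatinib (-0.25), the NF-kappaB targets and feedback list under PF-562271 (0.14) and the glycolysis and hypoxia list under PF-562271 (0.043). Experiment 2 alone gave 1 gene for Ro 31_8220, 1 for AZD8055, 157 for saracatinib and 4595 for PF-562271 against vehicle, and 2 genes between saracatinib and Ro 31_8220, 5950 between it and alvocidib, 2 between it and AZD8055 and 1827 between it and PF-562271. It also gave 3 genes specific to PF-562271, and 23 gene lists for alvocidib. Vehicle columns of different sources gave correlations of 0.530 for Ro 31_8220 and PF-562271, 0.735 for alvocidib and PF-562271 and 0.146 for AZD8055 and saracatinib. With library 1 alone for experiment 1 edgeR gave 0 interaction genes for alvocidib and 0 for PF-562271. The unadjusted p was under 0.05 for 3356 genes under alvocidib and 2620 under PF-562271 in that setting, and DESeq2 was not run for the interaction. With library 2 alone it gave 3109 interaction genes for Ro 31_8220, 4637 for alvocidib, 53 for saracatinib and 4905 for PF-562271.

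Without library 1 of source 1 there were 6475 genes for Ro 31_8220, 55 for AZD8055 and 336 for saracatinib against vehicle, and 5887 genes between saracatinib and Ro 31_8220 and 94 between it and AZD8055. There were also 257 genes specific to alvocidib, 1 to AZD8055, 30 to saracatinib and 146 to PF-562271. Without Ro 31_8220 of experiment 2 there were 593 genes for Ro 31_8220, 41 for AZD8055 and 152 for saracatinib against vehicle, and 1 gene specific to Ro 31_8220. Without the 8 doubted libraries there were 9097 genes for Ro 31_8220, 250 for AZD8055 and 1061 for saracatinib against vehicle, and 8343 genes between saracatinib and Ro 31_8220 and 654 between it and AZD8055. There were also 68 genes specific to Ro 31_8220, 526 to alvocidib, 26 to AZD8055, 82 to saracatinib and 116 to PF-562271, and 20 gene lists for AZD8055. There were also 3 marker lists for Ro 31_8220, 1 for alvocidib, 4 for AZD8055 and 4 for saracatinib, and 8707 interaction genes for alvocidib, 196 for AZD8055, 1793 for saracatinib and 8929 for PF-562271. There were also correlations of 0.389 for Ro 31_8220 and saracatinib and 0.860 for alvocidib and PF-562271. Of the genes changed as labelled, 82 of 82 for saracatinib, 9742 of 9839 for alvocidib and 8419 of 8542 for PF-562271 changed the same way there. With total counts in that setting there were 8892 genes for Ro 31_8220, 292 for AZD8055 and 1224 for saracatinib against vehicle, and 8743 genes between saracatinib and Ro 31_8220 and 807 between it and AZD8055. There were also 85 genes specific to Ro 31_8220, 686 to alvocidib, 36 to AZD8055, 125 to saracatinib and 157 to PF-562271, and 18 gene lists for AZD8055. With RLE factors there were 9103 genes for Ro 31_8220, 250 for AZD8055 and 1075 for saracatinib against vehicle, and 8309 genes between saracatinib and Ro 31_8220 and 665 between it and AZD8055. There were also 70 genes specific to Ro 31_8220, 535 to alvocidib, 29 to AZD8055, 82 to saracatinib and 124 to PF-562271, and 20 gene lists for AZD8055. With mitochondrial scaling there were 14811 genes for Ro 31_8220, 95 for AZD8055, 755 for saracatinib and 13568 for PF-562271 against vehicle, and 14408 genes between saracatinib and Ro 31_8220 and 291 between it and AZD8055. There were also 131 genes specific to Ro 31_8220, 270 to alvocidib, 6 to AZD8055, 11 to saracatinib and 89 to PF-562271, and 26 gene lists for alvocidib, 20 for AZD8055 and 24 for PF-562271. The camera direction, relative to other genes, turned (medians in brackets) for the transcription elongation machinery list under alvocidib (-1.92). The log2 fold change turned for CSF3 (-1.79), LCK (-1.56), RPL13 (-0.21), RPS2 (-0.51), S100A12 (-0.008) and S100A9 (-0.22) under alvocidib, IFNG (-1.40), LCK (-1.40), RPS2 (-0.17) and S100A9 (-0.15) under PF-562271, CSF2 (-1.79), CSF3 (-3.57), IFNG (-1.99) and LCK (-1.71) under Ro 31_8220. The lower spread between columns goes with this, a biological coefficient of variation of 0.399 as labelled and 0.312 without the 8 libraries, since libraries picked by profile are the ones that differ.

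Leaving out 1 source at a time, the number of genes for Ro 31_8220 against vehicle ranged from 0 to 1535 (1523 without source 1 and 1535 without source 3). The number of genes for AZD8055 against vehicle was 0 without each source. The number of genes for saracatinib against vehicle ranged from 0 to 47 (47 without source 1, 0 without source 2, 0 without source 3 and 0 without source 4). The number of genes for PF-562271 against vehicle ranged from 5435 to 6982 (5435 without source 2). The number of gene lists for AZD8055 ranged from 10 to 16 (16 without source 1). The number of genes between saracatinib and Ro 31_8220 ranged from 0 to 3845 (1033 without source 1, 0 without source 2, 3845 without source 3 and 0 without source 4). The number of genes between saracatinib and PF-562271 ranged from 5346 to 7618 (5346 without source 1). The number of genes specific to PF-562271 ranged from 0 to 5 (5 without source 1). Behind the edgeR counts of 0, the genes at an unadjusted p under 0.05 numbered 1284 to 1707 for Ro 31_8220, 501 to 728 for AZD8055, 1011 to 1564 for saracatinib and 2851 to 3778 for saracatinib against Ro 31_8220, and DESeq2 was not run without a source.

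Over all settings, counts and correlations within 1.5 times or 1 SD of the value reported numbered 329, and 158 moved further. For list tests past the threshold 1522 values stayed past it in the same direction and 137 no longer passed, and of values for lists not past it 273 passed. For named genes past the test 2649 values stayed past it in the same direction and 266 no longer passed, and 401 values passed for genes that had not. A change of sign between values neither of which passed was not counted as a turn of direction. Depth and spread limit what can be called, since on simulated data at this depth edgeR recovered 12% of 2-fold and 64% of 4-fold changes and called 0 unchanged genes, and DESeq2 25% and 74% with 14 unchanged genes.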

Other observations

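PF-562271 and alvocidib, compared directly, differed in 0 genes in edgeR, with 1504 at an unadjusted p under 0.05 and 31 by DESeq2. They differed in 62 genes without source 1 and, in settings chosen after the data were seen, in 1299 without library 1 of source 1 and 2879 without the 8 doubted libraries.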
